# IL-15 Deficient Tax Mice Reveal a Role for IL-1α in Tumor Immunity

**DOI:** 10.1371/journal.pone.0085028

**Published:** 2014-01-08

**Authors:** Daniel A. Rauch, John C. Harding, Lee Ratner

## Abstract

IL-15 is recognized as a promising candidate for tumor immunotherapy and has been described as both a promoter of cancer and a promoter of anti-cancer immunity. IL-15 was discovered in cells transformed by HTLV-1, the etiologic agent of adult T cell leukemia/lymphoma (ATL) and the human retrovirus that carries the Tax oncogene. We have developed the TAX-LUC mouse model of ATL in which Tax expression drives both malignant transformation and luciferase expression, enabling non-invasive imaging of tumorigenesis in real time. To identify the role of IL-15 in spontaneous development of lymphoma in vivo, an IL-15^−/−^ TAX-LUC strain was developed and examined. The absence of IL-15 resulted in aggressive tumor growth and accelerated mortality and demonstrated that IL-15 was not required for Tax-mediated lymphoma but was essential for anti-tumor immunity. Further analysis revealed a unique transcriptional profile in tumor cells that arise in the absence of IL-15 that included a significant increase in the expression of IL-1α and IL-1α-regulated cytokines. Moreover, anti-IL-1α antibodies and an IL-1 receptor antagonist (Anakinra) were used to interrogate the potential of IL-1α targeted therapies in this model. Taken together, these findings identify IL-15 and IL-1α as therapeutic targets in lymphoma.

## Introduction

### The Dual Role of IL-15 in Hematopoietic Malignancies

IL-15 is a central cytokine in lymphocyte development, hematopoietic malignancies, and immunotherapy, where it has paradoxically been described as both a promoter of cancer and a promoter of anti-cancer immunity. [1], [2] IL-15 belongs to the family of four-helix-bundle cytokines (also including IL-2, IL-4, IL-7, IL-9, and IL-21) which use receptors that share a common gamma-c chain and have unique alpha chains. While there is partial redundancy among this family of cytokines, IL-15 has emerged as one particularly suited for antitumor activity. IL-15 is an important factor in the development, homeostasis, proliferation, and activity of CD8^+^ T cells, NK cells, NKT cells, and intraepithelial T cells. [3] IL-15 also activates monocytes, macrophages, and dendritic cells; inhibits apoptosis in granulocytes and lymphocytes; promotes a persistent immune response without inducing T_reg_ activity; and represents a prime candidate for facilitating innate and durable adaptive tumor immunity. [2].

Although IL-15 is regarded as an excellent candidate for tumor therapy, it has also been characterized as a promoter of cancer. Co-discovered in HuT-102 cells transformed by HTLV-1 [4], [5], subsequent studies have confirmed the importance of IL-15 in a variety of hematopoietic malignancies and solid tumors. The potential mechanisms by which IL-15 mediates its pro-tumor activity include protecting tumor cells from apoptosis, and promoting proliferation, migration, invasion and metastasis. [6], [7] IL-15 is an important mediator of growth, and survival of the malignant cells in hematopoietic malignancies and solid tumors. [6], [8], [9] In fact, overexpression of IL-15 in transgenic mice is sufficient to cause CD8 leukemia and T-LGL or NKT leukemia. [10], [11] While IL-15 over-expression promotes leukemia/lymphoma, it is less well understood if IL-15 is a necessary prerequisite for cancer development. Similarly, IL-15 has the potential to be a high-value therapeutic target. What is less clear is whether systemic modulation of IL-15 activity represses or stimulates hematopoietic malignancies in vivo.

### TAX-LUC Mice as a Model of Human Lymphoma

HTLV-1, the etiologic agent of adult T cell leukemia/lymphoma (ATL), is a human retrovirus that carries the Tax oncogene. Tax activates viral transcription through the 5′ long terminal repeat (LTR) but is also capable of constitutively activating the NFκB pathway in infected cells which results in overexpression of IL-15. [5], [12] As a model of ATL, TAX transgenic mice, in which Tax expression is governed by the human granzyme B promoter, develop large granular lymphocytic lymphoma. [13] The TAX-LUC strain is a second generation model developed to take advantage of Tax as a strong activator of viral transcription through the HTLV-1 LTR. [14] A transgene in which firefly luciferase is driven by the HTLV-1 LTR (LTR-LUC) was introduced to make double transgenic TAX-LUC mice. Therefore, in TAX-LUC mice, Tax expression drives both tumorigenesis and luciferase expression, which can be detected non-invasively using bioluminescence imaging. Lymphoma in this model presents as subcutaneous tumors, massive splenomegaly, involvement of the bone marrow resulting in hypercalcemia and osteolytic bone lesions, and a chronic inflammatory response involving the persistent activation and recruitment of neutrophils to the tumor. [14], [15] Within the tumors, the malignant lymphoma cells comprise only 10–15% total tumor cells. The majority of the tumor is populated by infiltrating immune cells, primarily neutrophils, but also T cells, NK cells, and macrophages. Like ATL patient samples and cell lines, IL-15 mRNA is expressed in tumors that arise in TAX-LUC mice along with other NFκB inducible genes. [16] While IL-15 expression is associated with Tax tumor initiation and growth, the net effect of IL-15 expression in vivo has not yet been established.

### What is the Net Effect of IL-15 in Tax-lymphoma?

Using Tax-LUC mice as a model in which IL-15 is capable of promoting both cancer and cancer immunity, we sought to determine the effect of IL-15 loss on tumor growth in vivo. To this end an IL-15^−/−^ TAX-LUC strain was developed and examined. Based on our initial observation that IL-15 overexpression correlated with tumor growth we hypothesized that loss of IL-15 would impede tumor onset or growth. Surprisingly, IL-15 deficient TAX-LUC mice developed significantly larger tumors compared to IL-15^+/+^ TAX-LUC littermates. Further analysis of these tumors revealed effects of IL-15 loss on both the malignant population and the tumor infiltrating immune cells and led us to conclude that the net effect of IL-15 in this cancer model is promotion of tumor immunity.

## Results

### IL-15 is Not Required for Lymphomagenesis

The Tax oncogene in TAX-LUC mice is regulated by the granzyme B promoter and drives tumorigenesis and transformation of CD16^HI^ large granular lymphocytes. IL-15 expression is known to be elevated in these tumors [16] but the role of IL-15 and its effect on the tumor is unclear. To ascertain the function of IL-15 in Tax lymphoma, we created IL15^−/−^ TAX-LUC mice and observed that IL-15 is not required for tumor onset or growth. Instead, mice lacking IL-15 had a slightly accelerated rate of tumor onset (FIG. 1A) and a significantly increased mortality rate (FIG. 1B) compared to age-matched IL-15^+/+^ littermates. IL-15^+/−^ littermates had an intermediate phenotype. In the absence of IL-15, tumors were composed of CD16/32^HI^ large granular lymphocytes and CD16^LO^ neutrophils (FIG. 1C,G,H), and mice developed splenomegaly and elevated lymphocyte counts in the peripheral blood (FIG. 1F) as is typically seen in TAX-LUC mice. [14] The most distinctive aspects of Tax-tumors were conserved even in the absence of IL-15 including splenomegaly, osteolytic bone lesions, a predominant admixture of tumor infiltrating Ly6G^+^ neutrophils (FIG. 1D), and constitutive NFκB activity within the malignant LGLs (FIG. 1E). These data demonstrate that IL-15 has a dramatic effect on survival but is not required for Tax-induced tumorigenesis such that neither the type of malignancy, nor the distinctive characteristics of the tumor model were modified by the absence of IL-15.

**Figure 1:**
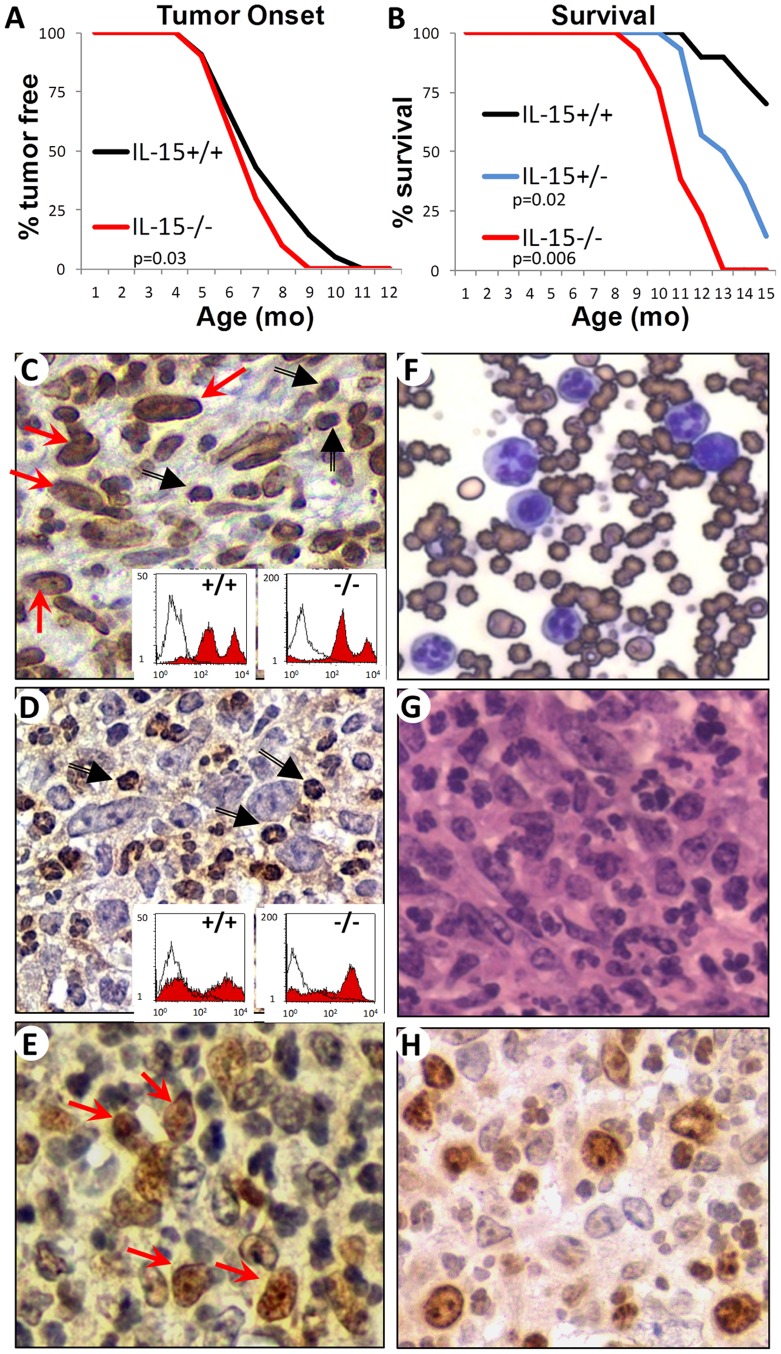
IL-15 is not required for Tax Tumorigenesis. A) Incidence of tumor onset in IL-15^−/−^ TAX-LUC mice (red line, n = 10) compared to IL-15^+/+^ TAX-LUC littermate control mice (black line, n = 21), p = 0.03 (2-tailed, paired Student’s T Test). B) Survival curve comparing IL-15^−/−^ TAX-LUC mice (red line, n = 13) and IL-15^+/−^ TAX-LUC mice (blue line, n = 14) to IL-15^+/+^ TAX-LUC littermate control mice (black line, n = 10). p = 0.006 for KO vs. WT and p = 0.02 for HET vs. WT. C) Image of CD16/32 immunohistochemistry of IL-15^−/−^ TAX-LUC tumor sections in which the malignant large granular lymphocytes (red arrows) are stained along with an admixture of tumor infiltrating neutrophils (black arrows). Insets are FACS histograms of homogenates from IL-15^+/+^ TAX-LUC or IL-15^−/−^ TAX-LUC tail tumors unstained (white curves) or stained with anti-CD16/32 FITC (red curves). D) Image of Ly6G immunohistochemistry of IL-15^−/−^ TAX-LUC tumor sections in which tumor infiltrating neutrophils (black arrows) are stained. Insets are FACS histograms of homogenates from IL-15^+/+^ TAX-LUC or IL-15^−/−^ TAX-LUC tail tumors unstained (white curves) or stained with anti-Ly6G-PE (red curves). E) Image of phosho-RelA immunohistochemistry of IL-15^−/−^ TAX-LUC tumor sections in which many of the malignant large granular lymphocytes (red arrows) show nuclear localization as a marker of NFκB activation. F) Image of a peripheral blood smear (Wright’s stain). G) Hematoxylin and eosin stained IL-15^−/−^ TAX-LUC tumor section. H) Image of Ki67 immunohistochemistry of IL-15^−/−^ TAX-LUC tumor sections.

### IL-15 Represses Tumor Growth

Instead of exposing the cytokine as a necessity for tumor development, the absence of IL-15 dramatically accelerated tumor growth (FIG. 2A). Luciferase expression resulting from Tax activity in the large tumors (FIG. 2B) correlated with the increased levels of Tax protein and RNA in IL-15^−/−^ tumors (FIG. S1). Although IL-15^−/−^ tumors were larger, no significant increase in the overall percentage of malignant cells in these tumors was observed (FIG. 1C insets). The level of Tax expression per tumor cell was increased in the absence of IL-15. Myeloperoxidase activity of tumor infiltrating leukocytes (FIG. 2C) also correlated with areas or Tax expression. IL-15-deficient mice developed larger tumors than their IL-15^+/+^ littermates and produced more tumors with a faster growth rate (FIG. 2D–F). Moreover, administration of soluble IL-15 was sufficient to transiently reduce the rate of tumor growth in IL-15^−/−^ mice (FIG. 2G). The accelerated rate of tumor growth was not due to a greater percentage of proliferating cells within the tumor (IL-15^+/+^ = 49% vs. IL-15^−/−^ = 46%) but was instead associated with a reduced percentage of tumor cells undergoing apoptosis (37% vs. 12%) (FIG. 2H, FIG. S2). Taken together these findings establish that IL-15 represses tumor growth in Tax lymphoma by promoting tumor cell death.

**Figure 2:**
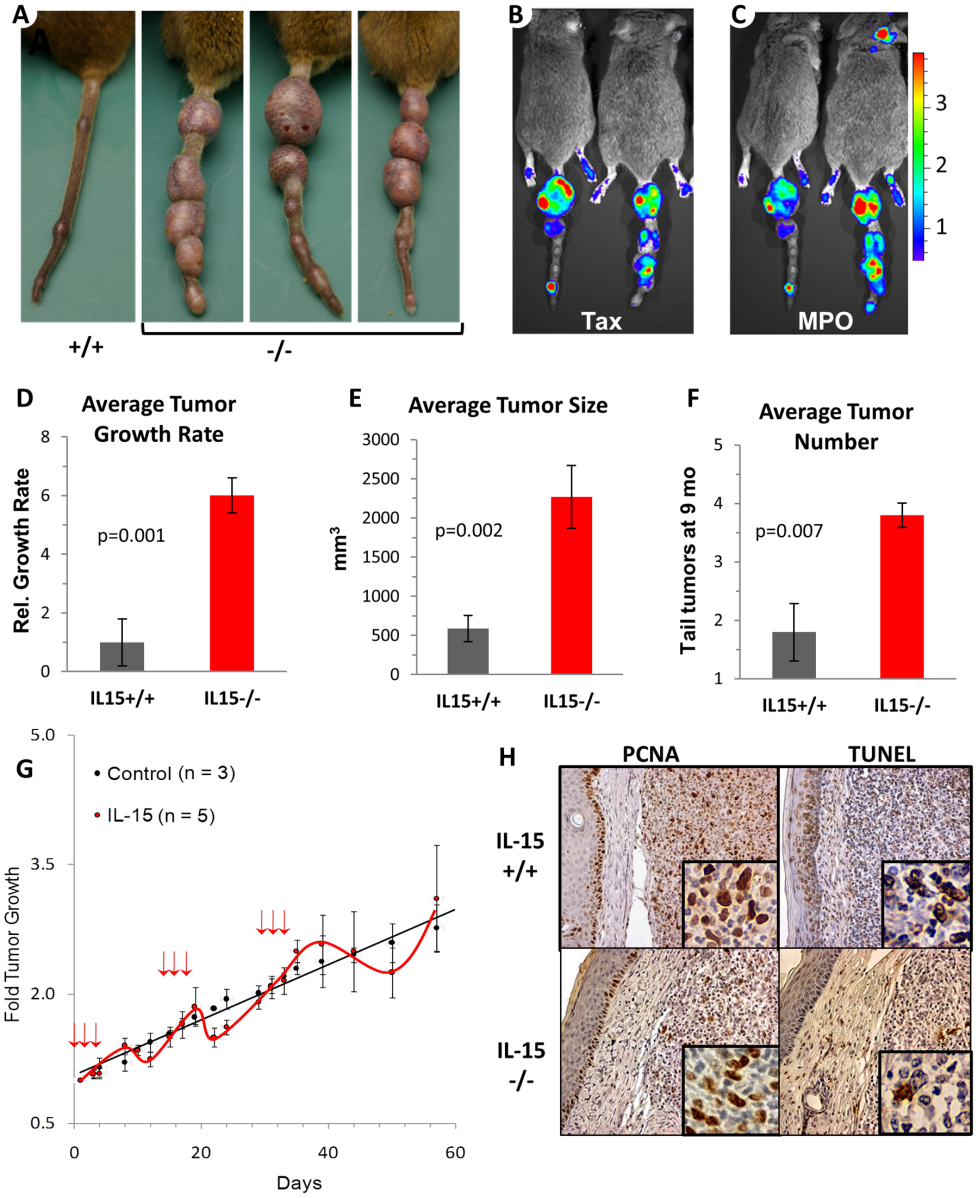
IL-15 represses tumor growth. A) Photograph of tail tumors on an IL-15^+/+^ TAX-LUC mouse and three IL-15^−/−^ TAX-LUC littermates at 8 mo of age. B,C) Bioluminescent imaging of IL-15^−/−^ TAX-LUC mice to detect Tax activity (using D-luciferin to measure LTR-Luciferase activity), and neutrophil infiltration (using Luminol to measure myeloperoxidase released from degranulating, tumor-infiltrating neutrophils). D–F) Bar graphs representing the average tumor growth rate, the average tumor size, and the average number of tail tumors per mouse on IL-15^+/+^ (n = 5), IL-15^−/−^ (n = 10) TAX-LUC mice. Weekly, bi-directional caliper measurements were taken for each tumor from tumor onset to death. Tumor volume doubling time was calculated for each tumor. To determine the growth rate, the average doubling time for IL-15^+/+^ TAX-LUC mice was set to 1 to obtain the relative average doubling time of IL-15^−/−^ TAX-LUC mice. Tumor size is shown as tumor volume in mm^3^. Number of tail tumors was calculated at 9 months of age. Error bars indicate the standard deviation and p values show 2-tailed, paired Student’s T Tests. G) The effect of murine IL-15 on tumor growth. IL-15^−/−^ TAX-LUC mice received saline (black curve, n = 3) or mIL-15 (red curve, n = 5) at times indicated by red arrows. Error bars represent standard deviation of average tumor volume as measured by calipers. H) Images of representative immunohistochemistry stains for proliferation (proliferating cell nuclear antigen; PCNA) and apoptosis (TUNEL) on IL-15^+/+^ TAX-LUC and IL-15^−/−^ TAX-LUC tail tumor sections.

### IL-15 Regulates Tumor Infiltrating Cells and Tumor Associated Cytokines

To better understand the mechanism by which IL-15 regulates tumor growth we examined the effect of IL-15 loss on gene expression within two tumor cell populations, CD16/32^HI^, which is highly enriched in Tax^+^ malignant large granular lymphocytes, and CD16/32^LO^, which is a population of tumor infiltrating cells enriched in neutrophils. [17] 

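RNA of CD16/32 HI and CD16/32 LO cells sorted from the tail tumors of 2 IL-15+/+ and 2 IL-15-/- TAX-LUC mice was measured on 8 arrays (Affymetrix Gene Chip, Whole Transcript 1.0ST), with 2 arrays in each of the 4 groups. The mice of replicate 1 were 14 months old and the mice of replicate 2 were 12 months old. The deposited values are log2 signals per probe set, background corrected, normalized and summarized by the authors with RMA, and their number of arrays limits the precision. Array medians lay between 5.62 and 5.93. On average those of the IL-15-/- arrays were higher by 0.133 on the log2 scale in CD16/32 HI cells and by 0.119 in CD16/32 LO cells. The changes given for single genes and lists are to be read against this. The IL-15+/+ arrays of replicate 2 were the low ones (5.62 and 5.65), and the others were at 5.86 to 5.93. Within replicate 1 the IL-15-/- and IL-15+/+ medians were 5.91 and 5.88 in CD16/32 HI and 5.90 and 5.93 in CD16/32 LO cells. Pairs of arrays normalized together share exactly equal values, and such values (11 to 106 a pair, to the last deposited digit) were found within 3 sets of arrays and 0 times between sets. The 4 arrays of replicate 1 form the first set, the IL-15+/+ arrays of replicate 2 the second, and the IL-15-/- arrays of replicate 2 the third. Genotype therefore coincides with the normalization set in replicate 2, and within 1 set the genotypes can be compared only in replicate 1. The genotypes were compared within each population with limma on the 23410 probe sets that carry a gene symbol. The 8 arrays shared 1 estimate of the spread, and genes were called at a Benjamini-Hochberg adjusted p under 0.05.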

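In 3 of the 4 mice, several macrophage transcripts were higher in CD16/32 HI cells and several neutrophil and lymphocyte transcripts higher in CD16/32 LO cells. In these mice C1qa, a complement component made by macrophages, was 2.82 higher on the log2 scale in CD16/32 HI than in CD16/32 LO cells, and the macrophage mannose receptor Mrc1 was 2.78 higher. The neutrophil receptors Cxcr2 and Csf3r differed by -3.27 and -3.12 and were thus higher in CD16/32 LO cells, as were Cd3g of the T cell receptor (-2.31) and the lymphocyte granule protein Nkg7 (-1.65). The macrophage gene Adgre1 (0.33) and the lymphocyte genes Prf1 (0.01), Klrd1 (-0.55) and Cd3e (-0.52) did not pass. Fcgr2b, which encodes CD32, was 1.69 higher in CD16/32 HI cells (adjusted p = 0.000287 from limma within mice), and Fcgr3, which encodes CD16, differed by 0.11 (adjusted p = 0.807). In the IL-15-/- mouse of replicate 1 C1qa, Mrc1, Cxcr2, Csf3r, Cd3g, Nkg7 and Fcgr2b ran the other way, and Klrd1 and Prf1 did not. The array labelled CD16/32 HI held Cxcr2 at 12.62 and C1qa at 7.68, and the array labelled CD16/32 LO held them at 9.93 and 10.73. Of the 500 genes that differed most between the populations in the other 3 mice, 5 (1%) kept their sign in this mouse. For each other mouse a separate set of 500 genes was chosen in 2 mice, and 99.2% to 99.8% kept their sign. With all 4 mice limma called 0 genes between the populations (614 at an unadjusted p under 0.05), and without this mouse it called 2864. The labels were kept as deposited. Many, but not all, of the results that change without the arrays of this mouse are given both ways.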

Arrays were then performed to quantify RNA isolated from these tumor cell populations in IL-15^+/+^ and IL-15^−/−^ tumors (FIG. 3A). 

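Between IL-15-/- and IL-15+/+ tumors 5 genes passed the test in CD16/32 HI cells and 8 in CD16/32 LO cells, and the same 5 were in both. Xist, the RNA that coats the inactive X chromosome of female cells, rose in CD16/32 HI cells by 5.84 on the log2 scale (SE 0.304, adjusted p = 0.000155 from limma) and in CD16/32 LO cells by 6.49 (SE 0.304, adjusted p = 6.16e-05). The Y-linked genes Eif2s3y, Uty and Kdm5d had log2 fold changes of -6.15, -3.67 and -2.70 in CD16/32 HI cells and of -6.32, -2.96 and -3.10 in CD16/32 LO cells. BC018473, a gene of unnamed function, fell by 3.77 in CD16/32 HI cells (SE 0.427, adjusted p = 0.0478) and by 6.49 in CD16/32 LO cells (SE 0.427, adjusted p = 0.000814). With a replicate block in limma the CD16/32 HI calls of BC018473 (adjusted p = 0.169) and Kdm5d (adjusted p = 0.0558) ended, with the same fold changes, and 3 genes stayed. The CD16/32 HI call of BC018473 also ended with each array centred on its median (0.272) and with quantile normalization (0.108). The other genes called in CD16/32 LO cells were Xcl1, Cd8b1 and Gzma of cytotoxic lymphocytes, which fell. Every IL-15-/- array exceeded every IL-15+/+ array in Xist, by at least 5.44, so that the sex of the mice coincides with genotype in all 8 arrays. By fold alone, 62 probe sets were over 3-fold higher and 17 over 3-fold lower in CD16/32 HI cells of IL-15-/- tumors, and 28 were higher and 65 lower in CD16/32 LO cells. These counts depended on single arrays, with 314 higher and 283 lower in CD16/32 HI cells without the CD16/32 HI IL-15-/- array of replicate 2 and 134 and 30 without the CD16/32 HI IL-15+/+ array of replicate 1, and with 235 and 214 in CD16/32 LO cells without the CD16/32 LO IL-15-/- array of replicate 2 and 57 and 93 without the CD16/32 LO IL-15+/+ array of replicate 1. No gene's difference between the genotypes was called as different between the populations (0 from limma within mice, 829 at an unadjusted p under 0.05). Without either array of the IL-15-/- mouse of replicate 2, the IL-15-/- side of that comparison rested on the mouse of replicate 1 alone. There 1% of 500 population genes kept the sign of the other mice. These 2 settings therefore cannot tell how the effect of IL-15 differs between the populations. When both arrays of the IL-15-/- mouse of replicate 1 were left out, 11 genes were called in CD16/32 HI cells and 27 in CD16/32 LO cells, and they included all 5 and all 8 above. Leaving out 1 array gave 2 to 4 genes in CD16/32 HI cells, with 2 without either IL-15+/+ array of that population and 3 without either IL-15-/- array of it or either IL-15+/+ array of CD16/32 LO cells, and 4 to 10 in CD16/32 LO cells, with 4 without any IL-15+/+ array or without the CD16/32 LO IL-15-/- array of replicate 1. The call of BC018473 in CD16/32 HI cells ended without any 1 of the 8 arrays (adjusted p = 0.0762 to 0.509).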

The average results obtained from two independent tumors of each genotype identified transcripts that were affected by the absence of IL-15 (FIG. 3B, FIG. S3). Within the malignant CD16/32^HI^ population, IL-1α and its receptor IL-1r1, IL-1α-regulated cytokines ccl3 (aka: MIP-1a) and cxcl3 (aka: MIP-2b,Gro-3), and IL-1 family member 9 were among the transcripts most highly elevated in the absence of IL-15. On the other hand, ccl8 (aka: MCP-2) and cxcl9 (aka: MIG) expression was dramatically repressed in the malignant population in the absence of IL-15.

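Transcripts of several cytokines and chemokines were higher by mean signal in CD16/32 HI cells of IL-15-/- than of IL-15+/+ tumors, and none of those named here passed the test over all genes. Il1a, which encodes IL-1α, was 7.17-fold higher (log2 2.84, SE 0.578, adjusted p = 0.87 from limma). Il1f9, an IL-1 family cytokine also known as IL-36γ, was 9.05-fold higher (log2 3.18, SE 1.03, adjusted p = 0.87). Ccl3, a chemokine for monocytes and T cells, was 7.46-fold higher, and the neutrophil chemokines Cxcl3 and Cxcl2 were 7.05-fold and 3.95-fold higher. Ptgs2, the inducible cyclooxygenase, and Csf1, the growth factor of macrophages, were 4.68-fold and 4.79-fold higher, and the matrix protease Mmp9 7.00-fold. Il1r1 was not analysed here. In IL-15+/+ tumors the mean of Il1a was 10.19 in CD16/32 LO and 7.56 in CD16/32 HI cells. Those of Il1f9 were 9.45 and 6.14, of Ccl3 9.83 and 7.66 and of Cxcl3 8.58 and 6.77. The genotype changes of these genes in CD16/32 LO cells were log2 -0.11, -1.26, 0.11 and 0.44, none past the test. The CD16/32 HI IL-15-/- arrays held Il1a at 10.93 in replicate 1 and 9.88 in replicate 2. Genes of mature neutrophils were higher in the CD16/32 HI arrays of IL-15-/- tumors. Of 18 measured, 0 passed over all genes and 4 rose when adjusted over the list alone (5 of the 18 are shown in Fig. 3B), with a median log2 change of 1.76 (adjusted p = 1.03e-07 from camera and adjusted p = 0.476 with an estimated correlation). With the arrays of the IL-15-/- mouse of replicate 1 left out that median was 0.26 and no longer passed, Il1a rose by 2.32 (adjusted p = 0.0151, range over its alternatives 0.0151 to 1), a call that rests on 1 IL-15-/- mouse and was not made when only the CD16/32 HI array was left out. Cxcl3, Ccl3, Il1f9, Mmp9, Csf1 and Ptgs2 then had log2 fold changes of 1.89, 1.84, 2.05, 1.87, 1.09 and 0.98 that did not pass.

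**Figure D1:**
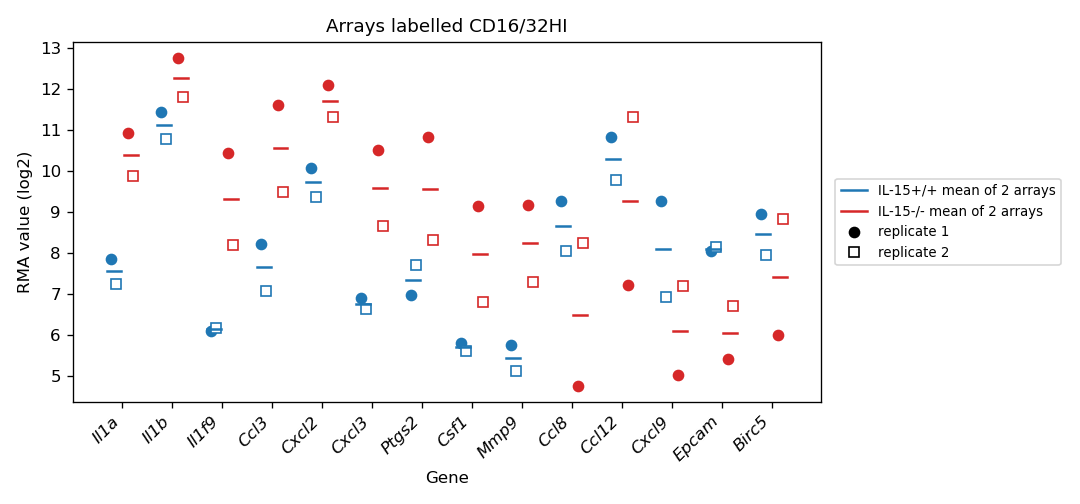
RMA values (log2) of 14 genes in the 4 arrays labelled CD16/32 HI, with circles for replicate 1, squares for replicate 2 and lines for the mean of the 2 arrays of a genotype. For Il1a the IL-15-/- arrays are at 10.93 and 9.88 and the IL-15+/+ arrays at 7.86 and 7.26, while of the IL-15-/- arrays of Ccl8 the lower lies at 4.77, below both IL-15+/+ arrays, and the other at 8.24, between them.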

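The mean signals of Ccl8, a chemokine for monocytes, and Cxcl9, the interferon gamma induced chemokine for T cells, were 4.46-fold and 3.99-fold lower in CD16/32 HI cells of IL-15-/- tumors. Neither passed the test (Ccl8 log2 -2.16, SE 0.946, and Cxcl9 log2 -2.0, SE 0.799, both adjusted p = 0.87 from limma). The replicates differed. Within replicate 1 the log2 differences were -4.51 for Ccl8 and -4.25 for Cxcl9, and within replicate 2 they were 0.20 and 0.26. With 1 array left out the log2 fold changes stayed negative, from -3.89 to -0.43 for Ccl8 and from -3.16 to -0.83 for Cxcl9. Without both arrays of the IL-15-/- mouse of replicate 1 they were -0.43 and -0.91. Ccl12, another monocyte chemokine, and Birc5, the mitotic survivin, had log2 fold changes of -1.04 each, which turned to 1.0 and 0.37 without the IL-15-/- array of replicate 1. Epcam, an epithelial adhesion molecule, stayed lower in both replicates (log2 -2.64 and -1.45), as did Hepacam2 (-2.33 and -1.12). Of 22 genes of monocytes and macrophages 0 passed over all genes or over the list alone, and their median log2 change was -0.46 (adjusted p = 0.000631 from camera and adjusted p = 0.793 with an estimated correlation). The median of 17 interferon gamma targets was -0.19 (adjusted p = 0.0156, and adjusted p = 0.793 with an estimated correlation) and that of 32 cell cycle genes -0.17 (adjusted p = 0.00166, and adjusted p = 0.813 with an estimated correlation), with 0 members passing in either list. In the absence of both arrays of the IL-15-/- mouse of replicate 1 the medians of the 3 lists were 0.453, 0.244 and 0.259. Without the IL-15+/+ array of replicate 1 that of the interferon gamma targets was 0.0948. Centring each array on its median also ended the call of the interferon gamma targets (median -0.32, adjusted p = 0.0847 from camera). In the CD16/32 HI arrays C1qa of macrophages was at 10.65 and 10.10 in IL-15+/+ tumors and at 7.68 and 11.43 in IL-15-/- tumors.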

**Figure 3:**
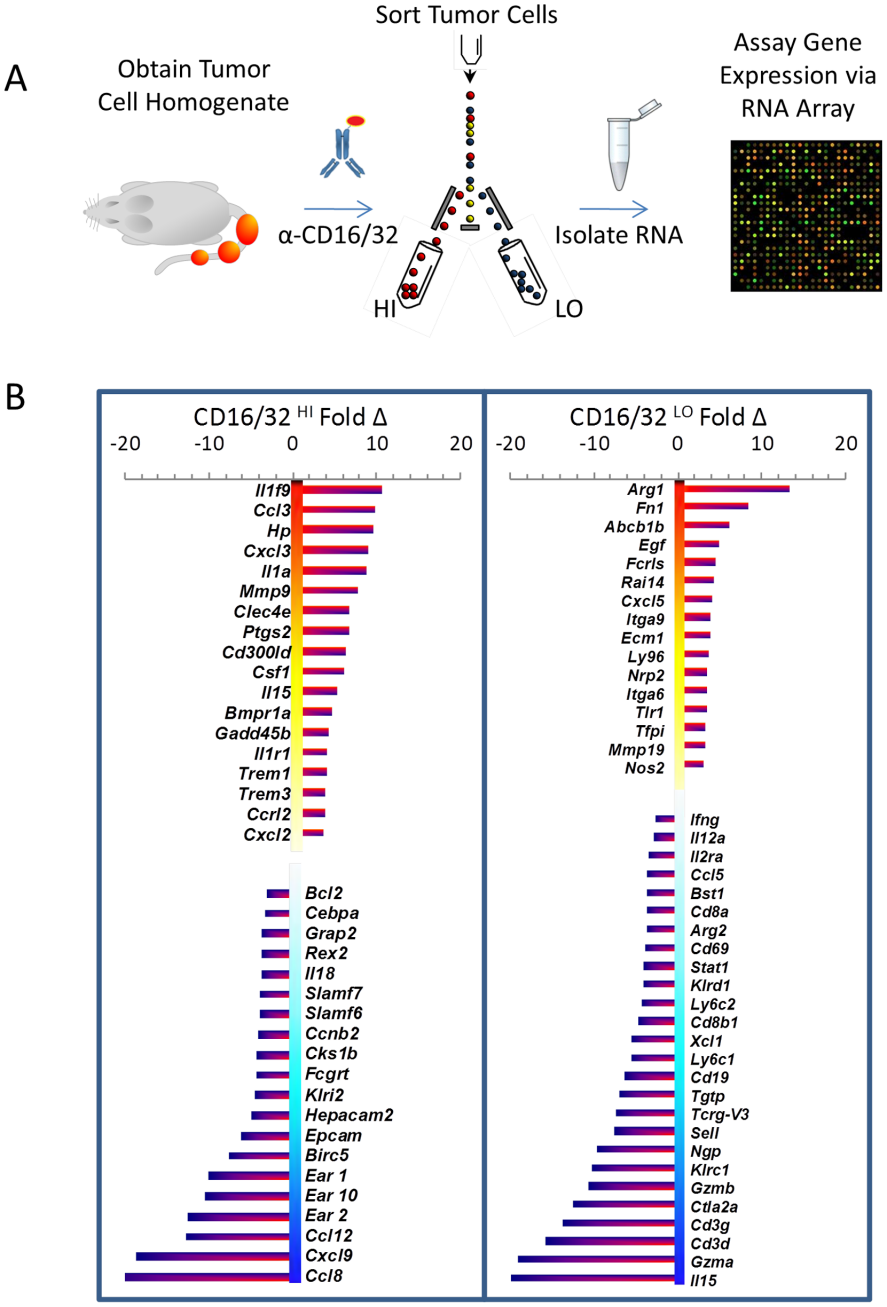
IL-15 regulates tumor infiltrating cells and tumor associated cytokines. A) Schematic representation of experimental design. RNA harvested from CD16/32^HI^ and CD16/32^LO^ cells from IL-15^+/+^ and IL-15^−/−^ TAX-LUC tail tumors were analyzed by array. B) Profiles of gene expression changes associated with the absence of IL-15 in CD16/32^HI^ and CD16/32^LO^ tumor cell populations.

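The genes of Fig. 3B that have a probe set of their own followed the directions of the figure by mean signal. Of the CD16/32 HI genes, 17 of 17 shown as higher and 15 of 15 shown as lower did so, with median log2 changes of 2.23 and -1.03. Of the CD16/32 LO genes, 16 of 16 shown as higher and 19 of 19 shown as lower did so, with medians of 1.34 and -2.23. The figure was drawn from these samples, so the tallies are not independent evidence of its directions. Over all genes limma called 0 of the 32 CD16/32 HI genes (1093 probe sets at an unadjusted p under 0.05) and 3 of the CD16/32 LO genes, the lowered Xcl1, Cd8b1 and Gzma. Adjusted over the list alone, which is not independent evidence either, 13 rose and 3 fell in CD16/32 HI cells, and 1 rose and 11 fell in CD16/32 LO cells. Over 3-fold by mean signal were 16 of the 17 higher and 4 of the 15 lower CD16/32 HI genes, and 2 of the 16 higher and 11 of the 19 lower CD16/32 LO genes. Without both arrays of the IL-15-/- mouse of replicate 1 the direction was kept by 16 and 7 of the CD16/32 HI genes and by 16 and 16 of the CD16/32 LO genes, and 8, 1, 1 and 11 of the 4 groups were over 3-fold. With 1 array left out these 3-fold counts ran from 8 to 16, 1 to 12, 1 to 11 and 9 to 14.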

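The matrix protein genes Fn1 and Ecm1 were 2.93-fold and 3.27-fold higher by mean signal in CD16/32 LO cells of IL-15-/- tumors, and Nos2, the inducible nitric oxide synthase, 1.85-fold, none of them past the test (adjusted p = 1 from limma for each). The log2 difference of Fn1 was 3.1 within replicate 1 and 0.00 within replicate 2. Ngp, a granule protein of immature neutrophils, was lower in both replicates (log2 -3.25 and -3.30, mean 9.67-fold, adjusted p = 1), and its log2 fold change ran from -2.14 without the IL-15+/+ array of replicate 2 to -4.40 without that of replicate 1. In the same CD16/32 LO cells 22 genes of monocytes and macrophages had a median log2 change of 0.93 (adjusted p = 0.0011 from camera and adjusted p = 0.647 with an estimated correlation), 18 of mature neutrophils of -0.46 (adjusted p = 2.16e-05, and adjusted p = 0.439 with an estimated correlation) and 16 of neutrophil precursors of -0.72 (adjusted p = 4.63e-08, and adjusted p = 0.282 with an estimated correlation), and 0 members of the 3 lists passed in limma. The CD16/32 LO array of the IL-15-/- mouse of replicate 1 held C1qa of macrophages at 10.73 and Csf3r of neutrophils at 7.32, while the other CD16/32 LO arrays held C1qa at 7.94 to 8.16 and Csf3r at 10.37 to 10.42. Without both arrays of that mouse the medians of the 3 lists were 0.111, 0.238 and -0.224. The macrophage call also ended without the CD16/32 LO IL-15+/+ array of replicate 1 (median 1.02) and the mature neutrophil call without that of replicate 2 (median -0.538). A block for the normalization set ended the mature neutrophil call as well (median -0.542, adjusted p = 0.172 from camera).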

Surprisingly, these data indicated that IL-15 gene expression was also elevated in the CD16/32^HI^ cells in IL-15^−/−^ tumors. 

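The Il15 probe set was slightly higher in CD16/32 HI cells of IL-15-/- tumors and slightly lower in their CD16/32 LO cells, in neither case past the test. Its mean in CD16/32 HI cells was 5.77 in IL-15-/- and 5.29 in IL-15+/+ tumors, 1.39-fold higher (log2 0.47, SE 0.439, adjusted p = 0.881 from limma). The means in CD16/32 LO cells were 6.00 and 6.65 (log2 -0.65, SE 0.439, adjusted p = 1). The IL-15-/- array of replicate 1 carried the CD16/32 HI difference. Its value was 6.31, while that of replicate 2 was 5.22 and the IL-15+/+ arrays were at 5.40 and 5.18, so that without it the log2 fold change was -0.07. The probe set summarizes probes along the whole Il15 transcript, and the values of single probes were not analysed here. Of 13 measured genes of the common gamma chain cytokines and their receptors, the family IL-15 belongs to, 0 passed in CD16/32 HI cells over all genes or over the list alone (median log2 change -0.00119, mean 0.0733, adjusted p = 0.706 from camera).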

To resolve this discrepancy, a more detailed examination was conducted of the unsummarized data from each of the 26 oligonucleotide probes complementary to the 1.25kb IL-15 mRNA on the array (FIG. S4). In IL-15^−/−^ mice, a PGK-Neo cassette replaced exons 3–5 of the 8 exons of IL-15. This region corresponds to 9 of the 26 probes on the chip. Sequence complementary to the remaining 17 probes is still present in IL-15^−/−^ mice and, on average, these 17 remaining probes reveal a 5-fold increase in IL-15 message even though the mRNA does not produce IL-15 protein. The low signal associated with the 9 probes complementary to the missing exons reflects the non-specific background signal of the chip.

Among the population of CD16/32^LO^ tumor infiltrating cells, transcripts of the neutrophil granule protein arginase 1 were markedly elevated. Tumor neutrophils in TAX-LUC mice are frequently hypersegmented with basophilic cytoplasm and ring forms are also abundant with prominent nucleoli. These characteristics were also evident in the absence of IL-15^−/−^ (FIG. 1 D,E,G,H). However, platelet clumping and an abundance of immature neutrophils in the peripheral blood in IL-15^−/−^ mice was also indicative of an impact of IL-15 loss on involved bone marrow. Reduction in gene expression in the CD16/32^LO^ population, not surprisingly, correlated with the reduction in IL-15 dependent cell lineages. 

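Genes of NK cells and of T cells fell as groups in CD16/32 LO cells of IL-15-/- tumors. Of 19 NK cell genes 2 fell over all genes and 14 when adjusted over the list alone, with a median log2 change of -0.95 (adjusted p = 5.28e-48 from camera and adjusted p = 0.00218 with an estimated correlation), and 16 had both IL-15-/- arrays below both IL-15+/+ arrays, against a chance share of 16.7%. Of 20 T cell genes 1 fell over all genes and 10 over the list alone, with a median of -0.69 (adjusted p = 4.87e-36, and adjusted p = 0.0284 with an estimated correlation). With fry the NK cell list was called (adjusted p = 0.00242) and the T cell list was not (0.0788). The 3 called genes were Gzma, a granzyme of cytotoxic granules, which fell 12.2-fold (log2 -3.61, SE 0.399, adjusted p = 0.0243 from limma), Xcl1, the chemokine lymphotactin (6.26-fold, log2 -2.65, SE 0.262, adjusted p = 0.0156), and Cd8b1, the β chain of CD8 (5.47-fold, log2 -2.45, SE 0.254, adjusted p = 0.0167). The inhibitory receptor genes Klrd1 and Klrc1 had log2 fold changes of -2.25 and -2.60 (adjusted p = 0.186 and 0.0738), Cd8a of -1.64, and Cd3d and Cd3g of the T cell receptor of -2.78 and -2.80, which did not pass, although Klrc1 and Cd8a did with each array centred on its median or quantile normalized, and Klrc1 and Cd3g without the CD16/32 LO IL-15-/- array of replicate 2. Of 13 B cell genes 0 passed, with a median of -0.77 (adjusted p = 1.42e-15, and adjusted p = 0.253 with an estimated correlation). The NK and T cell medians in CD16/32 HI cells were -0.40 (adjusted p = 1.21e-06, and adjusted p = 0.12 with an estimated correlation) and -0.15 (adjusted p = 0.00606, and adjusted p = 0.476), with 0 called members. With both arrays of the IL-15-/- mouse of replicate 1 left out the 3 genes were still called and the NK and T cell medians in CD16/32 LO cells were -0.717 and -0.567, with Klrd1 now past the test (adjusted p = 0.0398, range over its alternatives 0.0398 to 1). Xist and the Y-linked genes separate the same arrays. With 1 array left out, the log2 fold change ran from -2.85 to -2.45 for Xcl1 and from -2.72 to -2.19 for Cd8b1. It ran from -4.33 to -2.90 for Gzma, from -3.85 to -1.71 for Cd3d and from -3.785 to -1.82 for Cd3g. The calls of Xcl1 and Cd8b1 were then lost without any 1 of the 4 CD16/32 LO arrays or either IL-15+/+ array of CD16/32 HI cells. That of Gzma was lost without either IL-15-/- array of CD16/32 LO cells or either IL-15+/+ array of CD16/32 HI cells. A replicate block also ended the Gzma call (adjusted p = 0.0522 from limma), with the log2 fold change still -3.61. All 3 calls ended when all probe sets of the file were tested (0.0531 to 0.113), with the same fold changes, and with a block for the normalization set (0.494 to 0.508), with log2 fold changes of -2.46 for Xcl1, -2.27 for Cd8b1 and -3.99 for Gzma.

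**Figure D2:**
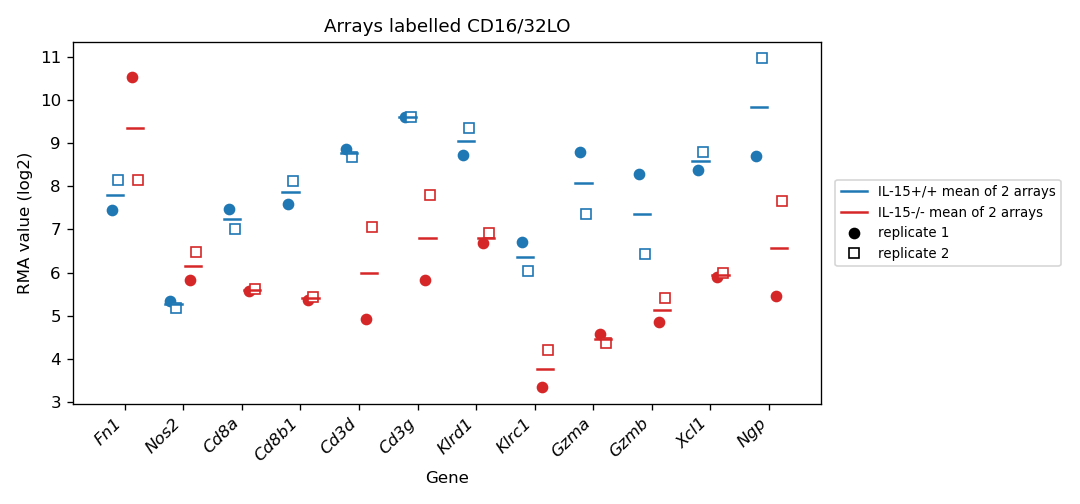
RMA values (log2) of 12 genes in the 4 arrays labelled CD16/32 LO, with circles for replicate 1, squares for replicate 2 and lines for the mean of the 2 arrays of a genotype. Both IL-15-/- arrays of Gzma (4.57 and 4.37) lie below both IL-15+/+ arrays (8.8 and 7.37).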

Transcripts found in NK and CD8^+^ cytotoxic T cells were most reduced in the absence of IL-15 (FIG. 3B). Moreover, the decrease in CD8 cells in IL-15^−/−^ tumors was confirmed by FACS (FIG. S5).

Finally, cytokine arrays were used to examine effects of IL-15 loss at the protein level in whole tumors (FIG. S6). Tumor homogenates include epithelial, stromal, endothelial and tumor infiltrating cell types in addition to those analyzed by RNA array. The most pronounced effect of IL-15 loss on tumor-associated cytokine protein was on IL-6, which was reduced an average of 7-fold in IL-15^−/−^ Tax tumors. Since this effect was not seen in the CD16/32^+^ populations, IL-15 may be important in regulation of IL-6 in T cells or other CD16/32^−^ cells in the tumor microenvironment. It is also noteworthy that, unlike IL-1β, the elevated levels of IL-1α in normal skin keratinocytes was sufficiently high in this assay to mask any quantifiable effect of IL-15 on IL-1α protein expression within the underlying tumor. Thus, proliferating in the context of significantly reduced numbers of NK and CD8 cells, the malignant population of CD16/32^HI^ LGLs within IL-15^−/−^ tumors expressed elevated IL-1α and IL-1α-regulated transcripts and recruited activated tumor-infiltrating neutrophils.

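Il6 was low in both sorted populations and did not differ between the genotypes past the test. Its mean RMA value in CD16/32 HI cells was 4.45 in IL-15-/- and 4.63 in IL-15+/+ tumors (log2 -0.17, SE 0.609, adjusted p = 0.976 from limma), and in CD16/32 LO cells 4.69 and 3.76 (log2 0.93, SE 0.609, adjusted p = 1). These values lie below the median of each array. Without the IL-15+/+ array of replicate 2 the CD16/32 HI difference was 0.37, and without both arrays of the IL-15-/- mouse of replicate 1 it was 0.79. Il1b, the other secreted agonist of the IL-1 receptor, had a mean of 12.28 in CD16/32 HI cells of IL-15-/- tumors. In those of IL-15+/+ tumors it was 11.12, so that Il1b was 2.23-fold higher without IL-15 (log2 1.16, SE 0.385, adjusted p = 0.87 from limma). Its log2 fold change ran from 0.68 to 1.63 with 1 array left out. Without both arrays of the IL-15-/- mouse of replicate 1 it was 0.68.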

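The paper describes Tax as a constitutive activator of NF-kB and reports more Tax per tumor cell without IL-15. Whether Tax or IL-1 lay behind the changes given here was not tested. Targets of NF-kB, a transcription factor that IL-1 signaling also activates, rose as a group in CD16/32 HI cells of IL-15-/- tumors. Of 29 measured, 0 rose over all genes and 13 when adjusted over the list alone, with a median log2 change of 0.58 (adjusted p = 2.44e-09 from camera and adjusted p = 0.276 with an estimated correlation), and 18 had both IL-15-/- arrays above both IL-15+/+ arrays. They included the cytokine gene Tnf (log2 1.29), the feedback inhibitors Tnfaip3 (1.27) and Nfkbia (1.23) and the stress gene Gadd45b (1.73), and of the 29, 7 are also shown in Fig. 3B and 10 belong to another list as well. Genes of mature neutrophils had a larger median in the same arrays (1.76, and 0.26 without both arrays of the IL-15-/- mouse of replicate 1). The difference between these lists was not tested, and some genes, such as Cxcl2, are in both. The neutrophil list was not called by camera with an estimated correlation (adjusted p = 0.476). Fry called neither the NF-kB list (adjusted p = 0.123) nor the neutrophil list (adjusted p = 0.523). Of 15 genes of the IL-1 family and its receptors, 0 rose over all genes and 1, Il1a, over the list alone, with a median of 0.50 (adjusted p = 0.0363, and adjusted p = 0.595 with an estimated correlation). Genes of suppressive myeloid cells (18, median 0.76, adjusted p = 0.000833, and adjusted p = 0.276 with an estimated correlation) were higher too, without a called member. Leaving out both arrays of the IL-15-/- mouse of replicate 1, the NF-kB median was 0.791, and it ran from 0.48 to 1.05 with 1 array left out. That of the IL-1 family was 0.112 without that mouse, and the list was no longer called. Its call also ended without the IL-15+/+ array of replicate 1 (median 0.867) and with a replicate block (median 0.498, adjusted p = 0.145 from camera). The paper concludes that the malignant CD16/32 HI cells of tumors without IL-15, growing among fewer NK and CD8 cells, express more IL-1α and more of the transcripts it regulates, and recruit activated neutrophils.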

### Loss of IL-15 Exposes IL-1α as a Regulator of Tumor Growth and Potential Therapeutic Target

Elevated levels of tumor-cell associated IL-1α protein were present in formalin-fixed paraffin embedded sections of IL-15^−/−^ tumors (Fig. 4A, Fig. S2). Interestingly, IL-1α abundance in the skin surrounding the tumor was independent of IL-15. If IL-1α expression in tumor cells is elevated in the absence of IL-15-dependent cell-mediated immunity, and it contributes to tumor cell death in the context of a competent immune system, we asked if IL-1α could be used as a therapeutic target. Two approaches were used to interrogate the potential of IL-1α targeted therapies in this model. In one experiment, neutralizing anti-IL-1α antibodies were administered to IL-15^+/+^ TAX-LUC mice and over the course of treatment, tumor growth was reduced compared to vehicle (FIG. 4B). Examination of anti-IL-1α treated tumors upon necropsy revealed an increase in tumor infiltrating CD4^+^ and CD8^+^ T cells and a decrease in the populations of both malignant LGLs and neutrophils. The antibody-based therapy could be inhibiting IL-1α signaling and/or may be targeting tumor cells for antibody dependent cell cytotoxicity (ADCC). To distinguish between these possibilities, Anakinra, a recombinant form of the IL-1 receptor antagonist, was administered to tumor bearing mice to block IL-1 signaling (FIG. 4C). In this experiment, two distinct responses were observed. Anakinra was tumoristatic in 7 of 9 tumors resulting in elevated percentages of CD4^+^ and CD8^+^ T cells and fewer tumor-associated neutrophils. However, in 2 of 9 tumors, Anakinra treatment resulted in accelerated tumor growth, higher numbers of LGLs, and had no effect on CD4^+^ T cells or neutrophils. These data identify IL-1α and IL-1 signaling as potential therapeutic targets.

**Figure 4:**
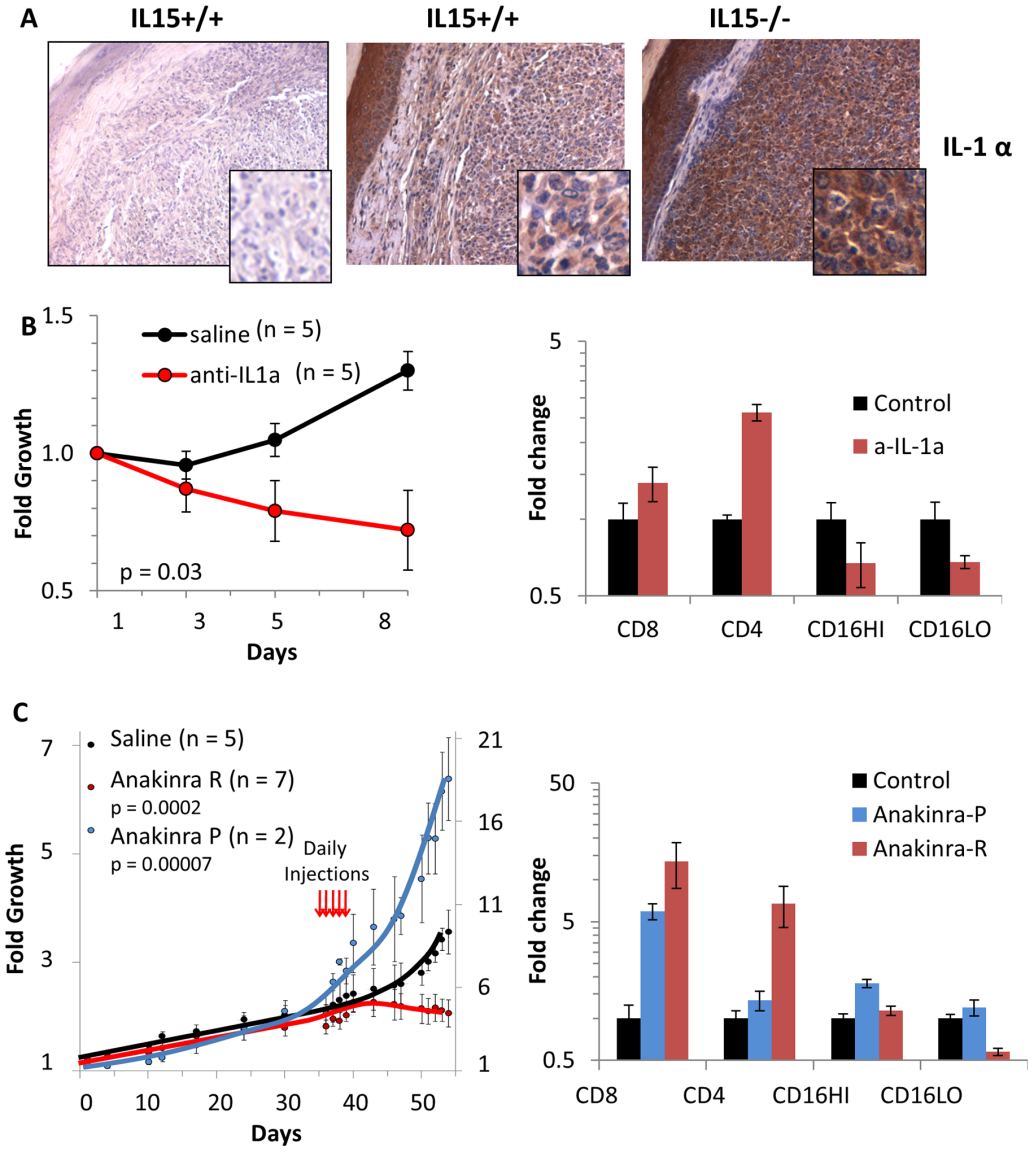
Loss of IL-15 exposes IL-1α as a regulator of tumor growth and potential therapeutic target. A) Images of IL-1α IHC in IL-15^+/+^ (middle) and IL-15^−/−^ (right) TAX-LUC tumor sections compared to control lacking primary IL-1α antibody (left). B) The effect of anti-IL-1α antibodies (red curve, n = 5) on tumor growth compared to saline (black curve, n = 5) in IL-15^+/+^ TAX-LUC mice over the course of 1 week. Error bars represent standard deviation of tumor growth, and p values represent 2-tailed, paired Student’s T Tests. The bar graph (right) represents FACS data obtained from anti-IL-1a treated tumors (red bars) or control tumors (black bars) at necropsy showing the abundance of CD8^+^, CD4^+^, CD16/32^HI^, and CD16/32^LO^ cells present in the tumor at the experimental endpoint. Y axis is log scale and error bars represent standard deviation. C) The effect of Anakinra on tumor growth compared to saline. In 7 of 9 mice Anakinra resulted in repression of tumor growth (Anakinra R, red line), while in 2 of 9 mice Anakinra resulted in promotion of tumor growth (Anakinra P, blue line). Graph is double-Y to accommodate the scale differences between Anakinra R and control (left scale) versus Anakinra P (right scale). Red arrows indicate the time points of daily Anakinra injections, error bars represent standard deviations and p values represent 2-tailed, paired Student’s T Tests. The bar graph (right) represents FACS data obtained from Anakinra treated tumors or control tumors at necropsy showing the abundance of CD8^+^, CD4^+^, CD16/32^HI^, and CD16/32^LO^ cells present in the tumor at the experimental endpoint. Y axis is log scale and error bars represent standard deviation.

## Discussion

This study was designed to determine whether IL-15 expression is a necessary prerequisite for lymphoma development in this mouse model, and whether systemic modulation of IL-15 activity is more likely to repress or stimulate similar malignancies in vivo. In the absence of IL-15, TAX-LUC mice developed larger, more aggressive tumors that resulted in accelerated mortality. The increase in tumor growth was transiently reversed in the presence of soluble IL-15 and the dearth of NK and CD8^+^ T cells in IL-15^−/−^ mice is the likely cause of this phenotype. Interestingly, rapid tumor growth immediately followed the growth inhibitory effects of soluble IL-15 leaving open the possibility that administration of IL-15 may simultaneously promote tumor cell growth and cell mediated tumor immunity in vivo.

While IL-15 was clearly not required for tumor growth in this model, IL-15 was essential for anti-tumor immunity. Because IL-15 is required for production of functional NK and CD8^+^ T cells, this model was not intended to distinguish between the effects of functional defects in NK and CD8^+^ T cells versus lack of recruitment. Instead, the tumor environment in IL-15^−/−^ mice, with reduced selective pressure of cellular cytotoxicity, revealed an unexpected transcriptional profile in the malignant cells that is apparently masked by tumor immunity. These masked targets carry potential as biomarkers capable of recruiting or activating an anti-tumor immune response. This study revealed one such target in the malignant cells to be IL-1α.

### IL-1α and Tumor Immunity

While IL-1α and IL-1β can have similar biological activities in recombinant or secreted form, these closely related cytokines seem to play very different roles in tumor immunology. [18] IL-1β is active only as a secreted product but IL-1α is also active in its cell-associated forms, as an intracellular precursor or in its membrane bound forms. Membrane-associated IL-1α can signal in a juxtracrine manner [19] and is highly immunostimulatory, [20] capable of activating CTL and NK cells and promoting anti-tumor immunity and tumor regression. [21]–[24] In the absence of cell-mediated immunity both IL-1α and IL-1β promote tumor growth. [25] However in an immune-competent host, IL-1α appears to be a key regulator of innate immunosurveillance mechanisms that promote cell-mediated repression of malignancy. [24], [26] IL-1β, on the other hand, leads to immune suppression of the host by activation and recruitment of T_reg_ cells and CD11b^+^/Gr1^+^ immature myeloid cells and it promotes systemic inflammation, tumor invasiveness and tumor angiogenesis. [21], [22], [27].

Intracellular IL-1α carries a nuclear localization signal in its N-terminus and is a chromatin associated cytokine [28] that can regulate gene expression by binding the p300-PCAF complex and activating genes in the NFκB and AP-1 pathways. [29], [30] Intracellular IL-1α can also be released during cell necrosis, where its receptor-interacting C-terminus is capable of recruiting infiltrating myeloid cells. [28] Under hypoxic conditions, HIF-1α regulates IL-1-dependent recruitment of myeloid cells [31] such that IL-1α expression correlates with the infiltration of neutrophils, whereas IL-1β is associated with the recruitment of macrophages. [28], [32] In sum, IL-1α and IL-1β are unique therapeutic targets and cell-associated IL-1α is well-suited to serve as a tumor biomarker, CTL adjuvant, and target for antibody or complement-mediated cellular cytotoxicity.

### IL-1α and HTLV Tax

Two striking characteristics of ATLL are the long period of latency that usually precedes disease onset and the low penetrance of ATL among infected carriers. Among the mechanisms thought to underlie these characteristics, one major factor is the role of CTL and host immunity. [33], [34] It has been established that the Tax oncogene is an antigenic target of the adaptive immune response in HTLV-1 infected individuals. [35] Tax is also known to activate the IL-1α promoter, [36] several mouse models have demonstrated elevated levels of IL-1α in response to Tax expression, [13], [17], [37] and HTLV-1+ T cell clones produce high levels of IL-1α in culture. [38] Interestingly, Tax expression is largely restricted or absent in primary ATL cells [39], [40] and the same is true for IL-1α. [41] Compared to IL-1β, IL-1α is also less abundant in primary tissue samples of other human malignancies including melanoma, colon carcinoma, and non-small cell lung carcinoma. [42] These data are consistent with the hypothesis that there is a selection against IL-1α expression in ATL cells, and other malignancies, in vivo. Our data provides a mechanistic explanation for these observations in ATL. Tax activity leads to IL-1α expression which recruits and activates cell-mediated killing of IL-1α -expressing, HTLV-1 infected cells. This is corroborated by the fact that depletion of IL-1α in a Tax transgenic mouse model reduced Tax-induced autoimmunity. [43] What remains to be determined is whether IL-1α-directed therapies can enhance killing of HTLV infected cells in vivo, reduce viral load, or target Tax-dependent mechanisms of ATL progression.

### Translational Implications of IL-15 and IL-1α

IL-15 is already recognized as a promising candidate for tumor immunotherapy. [1], [2] The principle findings in this study are that IL-15 is critical in the inhibition of tumor growth in this model and that IL-1α expression is targeted by IL-15-dependent anti-tumor activity (FIG. 5). Taken together these findings provide a rationale for testing IL-15, an anti-IL-1α antibody or a combination of both in lymphoma. The combination of IL-15 and cetuximab increased ADCC activity against triple negative breast cancer cell lines and enhanced cetuximab efficacy against HER1-positive head and neck cancer. [44], [45] IL-15 has also been shown to enhance rituximab-dependent cytotoxicity against chronic lymphocytic leukemia cells. [46] Moreover, the combination of IL-15 and anti-CD40 is more efficacious than either therapy alone in mouse models of metastatic colon cancer or metastatic renal cell carcinoma. [47]–[49] An anti- IL-1α monoclonal antibody (MABp1, Xbiotech) is currently undergoing clinical trials for treatment of advanced leukemia and other cancers, and has shown evidence of anti-tumor activity. [50] Alone and in combination, IL-15 and anti-IL-1α therapies are worth exploring against hematopoietic malignancies.

**Figure 5:**
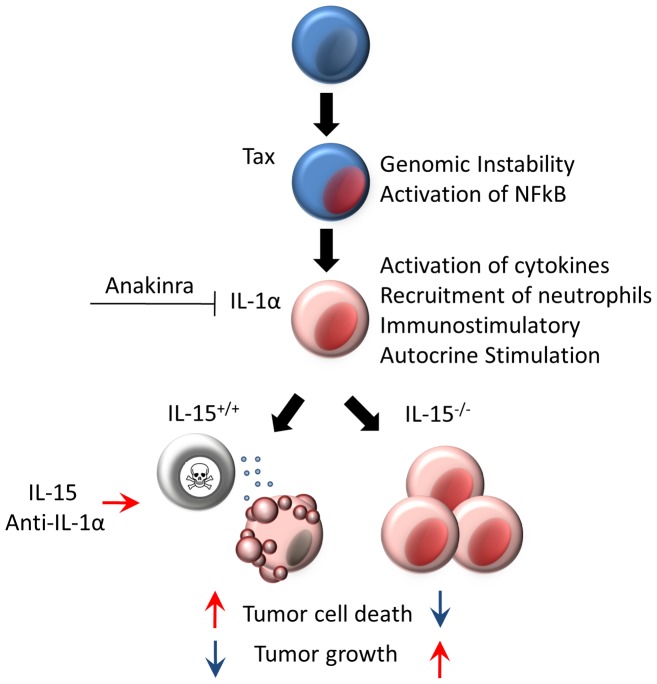
Model. A schematic representation of the principle conclusions; IL-15 is not required for tumor growth but is required for tumor immunity, IL-1α is more abundant and tumor growth is accelerated in the absence of IL-15, and therapies that target IL-1 and/or promote cell-mediated tumor immunity should be explored in lymphoma or other malignancies.

## Materials and Methods

### Animals

IL-15^−/−^ mice on a C57BL/6 background (3, Taconic) were intercrossed with TAX-LUC transgenic mice on a C57BL/6×FVB background. [14] The use of murine models and tissues in this study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Mice were housed under pathogen-free conditions according to the guidelines of the Division of Comparative Medicine and all experiments were approved by the Animal Studies Committee, Washington University School of Medicine under ASC protocol #20100026.

### Histology and Immunohistochemistry

Tumor or organ tissue was fixed in 10% buffered formalin and paraffin-embedded sections were processed for immunohistochemical stains. Slides were heated to 55^o^C for 10 minutes, deparaffinized in xylene, and rehydrated in deionized water. For antigen retrieval/unmasking, slides were boiled (under pressure) in citric acid buffer (pH 6) for 15 minutes and allowed to cool to room temperature. In some cases, slides were also treated with proteinase K (20 ug/mL in TE, pH 8) for 2 minutes at room temperature, and washed with PBS. Endogenous peroxidase activity was blocked by incubating the slides in 0.3% hydrogen peroxide solution for 5 minutes. For Ki67 staining, slides were then blocked in normal equine serum (Jackson ImmunoResearch Laboratories Inc.) for 15 minutes and rinsed. Slides were soaked in rabbit polyclonal anti-Ki67 (Vector Laboratories) overnight at 4°C. Slides were then washed and incubated in ImmPRESS reagent anti-rabbit IgG (Vector Laboratories) for 30 minutes at room temperature, incubated in DAB peroxidase substrate, rinsed, and coverslipped. TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) staining was conducted according to manufacturer’s protocol (Trevigen). For CD16/32 staining additional blocking steps with avidin D solution (Vector Laboratories) and for 15 min at room temp, followed by biotin for 15 minutes at room temperature was included prior to incubation in primary biotin rat anti-mouse CD16/32 antibody (BD Pharmingen) overnight at 4°C. Rabbit polyclonal anti-PCNA (abcam), rabbit monoclonal anti-phosphoRel-A (Cell Signaling Technology Inc), rat anti-mouse Ly6G (eBioscience), and goat polyclonal anti-rat IL-1α (Santa Cruz biotechnology, Inc) primary antibodies were used. Negative controls lacking primary antibody were included for each stain. Sections were visualized with a Nikon Eclipse E400 microscope and digital images were obtained using a Magnafire camera and software (Optronics).

### Treatment Regimens

Soluble mIL-15: IL-15^−/−^ TAX-LUC mice received sub-cutaneous injections of saline or 100 ng of recombinant mouse IL-15 (MACS Miltenyi Biotech), 3 times per week every other week for 5 weeks. Bi-directional caliper measurements of tumors were taken three times per week for 2 months. Anti-IL-1α antibody: IL-15^+/+^ TAX-LUC mice received injections of 50 ug LEAF-purified, anti-mouse IL-1α antibody (BioLegend) or saline i.p. every other day for one week and tumors were measured with calipers. Anakinra: IL-15^+/+^ TAX-LUC received daily i.p. injections of 30 mg Anakinra (Swedish Orphan Biovitrum AB) or saline. Tumors were measured for 35 days prior to treatment and 15 days after treatment with calipers.

### Bioluminescent Imaging

The IVIS100 system (Xenogen) was used to image bioluminescence in anesthetized mice (isoflurane inhalation). Standard imaging parameters included D-luciferin dose 50 mg i.p; luminol dose 200 mg/kg i.p; exposure 300 sec; binning 4; f/stop 1; no optical filter. Color scale unless otherwise indicated is ×10^4^ photons/sec/cm^2^/sr.

### Flow Cytometry

Cell suspensions derived from organs or tumor homogenates from IL-15^−/−^ or IL-15^+/+^ mice were blocked with mouse BD Fc Block (Rat anti-mouse CD16/32; BD Pharmingen) for 10 minutes and stained with anti-CD16/32-FITC, anti-CD4-APC, anti-CD8-PE, and anti-Ly6G-PE antibodies (eBioscience) for 30 minutes at 4°C, washed, filtered and analyzed on a BD FACSCalibur (Becton Dickinson).

### RNA Array

Tail tumors were excised from two IL-15^−/−^ TAX-LUC mice and two IL-15^+/+^ TAX-LUC mice. Single cell suspensions were made, counted, re-suspended in PBS+1%BSA, blocked with Fc block, stained with anti-CD16/32 for 30 min at 4°C, and sorted using Sony iCyt Reflection Cell Sorter. Total RNA was harvested from CD16^HI^ and CD16^LO^ tumor cell populations using RNAeasy (Qiagen), quantified by spectrophotometry, and submitted for array analysis (Affymetrix Gene Chip, Whole Transcript 1.0ST). Averaged signal intensities for each probe set were analyzed (Partek) comparing CD16/32^HI^ from each genotype and CD16/32^LO^ sets from each genotype by 1-way ANOVA and then filtered for expression changes >3-fold. Original data files are available (GEO accession # GSE46072).

### Protein Array

Tail tumors and normal tail tissue from IL-15^−/−^ and IL-15^+/+^ TAX-LUC mice were excised and homogenized in PBS with protease inhibitors (10 µg/mL Aprotinin, 10 µg/mL Leupeptin, and 10 µg/mL Pepstatin) and Triton X-100 was added to a final concentration of 1%. Samples were then frozen at −80°C, thawed, centrifuged at 10,000×g for 5 minutes to remove cellular debris, quantified, and analyzed using a Proteome Profiler Mouse Cytokine Antibody Array (R&D Systems) according to manufacturer’s instructions.

### RT-PCR

2 µg of RNA obtained from sorted cells was subjected to DNase I digestion (Invitrogen) and RT-PCR was carried out using SuperScript III First-Strand Synthesis system (Invitrogen) according to manufacturer’s instructions. 100 ng of cDNA template was used for each reaction. Qualitative RT-PCR was performed using a two-phase, step-down PCR method; 16 cycles of 94°C for 30 s, 64°C (−0.5°C/cycle) for 30 s, 72°C for 30 s, followed by 10 cycles of 94°C for 30 s, 56°C for 30 s, 72°C for 30.

### Western Blot

Tumor cells harvested from IL-15^−/−^ and IL-15^+/+^ TAX-LUC mice were centrifuged, rinsed, resuspended in RIPA buffer, sonicated, boiled in SDS buffer for 15 min, and run on 15% SDS-PAGE at 4°C. Blots were probed using a rabbit anti-Tax primary antibody.

## Supporting Information

Figure S1 **Tax Expression.** RNA and protein obtained from tumor cells harvested from IL-15^−/−^ and IL-15^+/+^ TAX-LUC mice was used to detect Tax RNA by RT-PCR and Tax protein by Western Blot normalized against GAPDH and actin loading controls respectively.
(TIF) Click here for additional data file.

Figure S2 **TUNEL, PCNA, and IL-1α IHC in IL-15^+/+^ and IL-15^−/−^ tumors.** Images of representative immunohistochemistry (IHC) stains for apoptosis (Terminal deoxynucleotidyl transferase dUTP nick end labeling; TUNEL), proliferation (proliferating cell nuclear antigen; PCNA) and interleukin-1 alpha (IL-1α) on IL-15^+/+^ TAX-LUC (top row) and IL-15^−/−^ TAX-LUC (bottom row) tail tumor sections.
(TIF) Click here for additional data file.

Figure S3 **RT-PCR confirmation of selected differentially expressed mRNAs.** RNA was obtained from CD16/32^HI^ and CD16/32^LO^ sorted tumor cells harvested from IL-15^−/−^ and IL-15^+/+^ TAX-LUC mice.
(TIF) Click here for additional data file.

Figure S4 **IL-15 mRNA is elevated in the malignant CD16/32^HI^ cells in IL-15^−/−^ Tax tumors.** A) Raw (“unsummarized”) data from each of the 26 oligonucleotide probes complementary to the 1.25 kb IL-15 mRNA on the array. Red bars and black bars represent data obtained from CD16/32^HI^ cells from tail tumors arising in IL-15^−/−^ and IL-15^+/+^ TAX-LUC mice respectively. B) Alignment showing the locations of each of the 26 oligonucleotide probes relative to the exon locations in the mRNA. In IL-15^−/−^ mice the PGK Neo cassette replaces exons 3–5 of the IL-15 mRNA which corresponds to probes 7–15 in the array. Probes 7–15 in the IL-15^−/−^ tumors constitute the background of the array and average a 1.54 fold decrease vs. IL-15^+/+^ compared to the 5.26 fold increase in the average of the remaining probes.
(TIF) Click here for additional data file.

Figure S5 **Tumor infiltrating CD8^+^ cells are reduced in IL-15^−/−^ Tax tumors.** Dot plot histograms of CD4^+^ (Y-axis) and CD8^+^ (X-axis) cells present in tumor homogenates from IL-15^+/+^ and IL-15^−/−^ Tax tumors.
(TIF) Click here for additional data file.

Figure S6 **Cytokines elevated in Tax Tumors in the presence and absence of IL-15.** Lysates were obtained from normal tail tissue and whole tail tumors from IL-15^−/−^ and IL-15^+/+^ mice and analyzed using the mouse Proteome Profiler. Representative images are shown from one array next to densitometry analysis averaging the results of n = 5 IL-15^−/−^ arrays. Densitometry value in normal IL-15^−/−^ tail tissue is shown and set to 1. A 7-fold decrease in IL-6 protein was consistently detected in IL-15^−/−^ tumors compared to IL-15^+/+^ tumors.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

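RNA of CD16/32 HI and CD16/32 LO cells sorted from the tail tumors of 4 TAX-LUC mice, 2 IL-15+/+ and 2 IL-15-/-, was measured on 8 arrays, 1 for each population of each mouse. The replicate numbers and ages are those of the sample records, and all 8 arrays were assigned to a group from their labels. The deposited log2 values were made by the authors with Affymetrix Expression Console and RMA (background correction, normalization and summary over probes), according to the processing notes of the record, which give no versions. They were used as deposited and hold 35557 probe sets, of which 23410 carry a gene symbol (21789 a single symbol and 1621 several) and 12147 none. The fold filter and 1-way test of the methods were run by the authors in Partek and are not part of the deposited values. The values of single probes were not analysed here.

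Genotypes were compared within each population with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the prior variance on the mean), with 1 coefficient for each of the 4 groups and 1 spread shared by the 8 arrays. The difference between the populations, and the difference of the genotype effect between them, were fitted with the mouse as a fixed block. The replicate number stands for the age of the mice and, in replicate 1, also for a normalization set shared by both genotypes. No label ties a mouse of 1 genotype to a mouse of the other, so the genotype comparison was not paired, and a block for the replicate was an alternative. All tests were two-sided and adjusted by Benjamini-Hochberg over the probe sets tested, with a threshold of 0.05. Probe sets whose group means differ over 3-fold were counted as well, since the methods filter on that fold. A gene with several probe sets is given by the one with the highest mean.

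Genes were named by a rule set before the data were examined: the genes the paper names for the arrays, the genes of Fig. 3B in their own population, the 10 largest called rises and falls of each comparison with both arrays of a genotype on 1 side of both others, and members of the gene lists as examples. The folds of Fig. 3B had been seen by then. The lists were NK cells, T cells, B cells, mature neutrophils, neutrophil precursors, monocytes and macrophages, dendritic cells, eosinophils, mast cells and basophils, keratinocytes, fibroblasts, endothelial cells, red cells, platelets, the IL-1 family and its receptors, NF-kB targets, interferon gamma targets, type I interferon targets, cell cycle, apoptosis regulators, common gamma chain cytokines and receptors, chemokines, suppressive myeloid cells, hypoxia and glycolysis, and immediate early genes, with the sort gate (Fcgr genes) and sex-linked genes as checks of the samples. Lists were tested with camera at a preset correlation of 0.01 between genes and with an estimated correlation, and with fry, on the 19938 genes with a probe set of their own, and adjusted over the 25 lists. Intervals of list medians are bootstrap 95% intervals from 10000 draws over genes, which are not independent of each other. Neighbouring genes were taken from the RefSeq table of GRCm38.p6 and compared with Fisher's exact test.

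The steps were tested on simulated data with the size and spread of these arrays. Each draw held 200 changed genes among 23410 probe sets. Of genes shifted by 2 on the log2 scale, 65.2% were recovered in CD16/32 HI and 64.9% in CD16/32 LO cells. Of genes shifted by 1, 10% and 7.9% were recovered, with 6 and 7 false calls per draw. The arrays themselves gave 5 and 8 called genes, and recovery with fewer changed genes was not tested. Of 20 lists of independent genes shifted by 1, camera found 20, and of 20 unshifted lists 0, which tests the code and says nothing about smaller shifts or correlated genes. The alternatives covered the normalization (each array centred on its median, quantile normalization), the probe sets tested, the prior variance, array weights, blocks for the replicate or the mouse, the methods' test, the thresholds, the average behind the fold, the list test, and leaving out each array in turn. Leaving out both arrays of the IL-15-/- mouse of replicate 1, a block for the normalization set, each replicate alone and a crossed pairing were added after the data were seen. Il1r1 and other genes of Fig. 3B without a probe set of their own symbol were left out, and a gene the paper names for CD16/32 LO cells is not reported.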

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

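The tests of neutrophils, of macrophages, of NK and T cells, of the genes near Il15 and of the sex of the mice were set before the data were examined, and those of exchanged labels, of replicate 2 or the other mouse alone, of the BC018473 region, of a sex difference behind other genes and of other splits of the arrays were chosen after the results were seen.

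Genes outside those the paper discusses changed past the test in both populations. The log2 fold changes in CD16/32 HI cells were 5.84 for Xist, -6.15 for Eif2s3y, -3.67 for Uty, -2.70 for Kdm5d and -3.77 for BC018473. Those in CD16/32 LO cells were 6.49 for Xist, -6.32 for Eif2s3y, -2.96 for Uty, -3.10 for Kdm5d and -6.49 for BC018473.

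Xist is made in female cells and the 3 other sex-linked genes lie on the Y chromosome, and the lowest Xist value in IL-15-/- arrays exceeded the highest in IL-15+/+ arrays by 5.44, in line with IL-15-/- tumors from female and IL-15+/+ tumors from male mice. Whether a difference between the sexes lies behind the 4 called genes outside the sex chromosomes (BC018473, Xcl1, Cd8b1 and Gzma) cannot be told apart from an effect of IL-15, since sex and genotype coincide in all 4 mice. Among the 10 genes on each side of BC018473, 3 of 20 (15%: St6galnac1, St6galnac2 and Cygb) had an unadjusted p under 0.01 in either population, against 0.812% elsewhere (Fisher's exact p = 0.000569), which is consistent with a variant or insertion in that chromosome region, as the parent strains differ. Strain variants in the segment around the targeted Il15 allele cannot be told apart from none, since 0 of 149 genes within 10 Mb of Il15 and 13 of 19705 elsewhere had an unadjusted p under 0.01 in both populations (Fisher's exact p = 1), and a count of 0 allows up to 2.45%. An effect of IL-15 itself on BC018473 was not tested.

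The higher neutrophil and cytokine genes in CD16/32 HI cells of IL-15-/- tumors were weighed against the labels of 1 mouse. In the IL-15-/- mouse of replicate 1, 1% of the 500 genes that part the populations elsewhere kept their sign, and each of its arrays correlated most (r = 0.9892 and 0.9895 across genes, which are not independent) with the IL-15+/+ array of replicate 1 that carries the other population label, as an exchange of the population labels of its 2 arrays might give. More neutrophils in the CD16/32 HI sort could explain part of the rise, since 13 neutrophil genes outside Fig. 3B had a median of 1.53 (95% interval 1.09 to 1.84), but it was 0.0331 (-0.268 to 0.321) without that mouse, and within replicate 2 it was 0.0242 (-0.229 to 0.737), so that more neutrophils in both mice cannot be told apart from none; the lower macrophage median (-0.461, -0.908 to -0.179) rested on that mouse and lay above 0 without it (0.453, 0.197 to 0.78), so that fewer macrophages stay open for that mouse and are argued against for the other. Neither label of this mouse removes the higher Il1a, since both of its arrays (10.93 and 9.14) exceed both IL-15+/+ arrays of CD16/32 HI cells (7.86 and 7.26), although its call without that mouse (adjusted p = 0.0151, range over its alternatives 0.0151 to 1) rests on 1 IL-15-/- mouse. A true difference of this mouse in which cells carry CD16/32 stays open, since the protein was not tested. By RNA, Fcgr2b was at 9.13 in its array labelled CD16/32 HI and at 10.97 in that labelled CD16/32 LO. In the other mice Fcgr2b was at 10.38 to 10.98 in CD16/32 HI and at 8.87 to 9.32 in CD16/32 LO arrays. Fcgr1 (6.78 and 9.51 in this mouse) also lay with the other label. Fcgr3 (10.86 and 11.07) and Fcgr4 (9.18 and 8.76) did not part the populations past the test in the other mice. Age is balanced between the genotypes. In the IL-15+/+ mouse of the same age 99.8% of 500 genes, chosen in 2 mice, kept their sign.

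The lower NK and T cell genes in CD16/32 LO cells were weighed against the same mouse. The 16 T cell genes outside Fig. 3B had a median of -0.648 (95% interval -0.759 to -0.363), consistent with fewer NK and T cells in the CD16/32 LO sort, and of -0.521 (-0.624 to -0.26) without that mouse. An effect of that mouse alone is argued against, since the median of the 19 NK cell genes was -0.717 (-1.78 to -0.605) without its arrays. Of the NK and T cell genes 4 and 4 are shown in Fig. 3B and 10 and 14 lie above the array median in both IL-15+/+ arrays of CD16/32 LO cells. Fewer lymphocytes through loss of IL-15, less of each transcript in the cells that remain, and the sex of the mice stay open, since RNA of a mixed sort does not separate them. For CD8 cells the paper also reports a decrease by FACS in homogenates of IL-15-/- tumors (Fig. S5), which measures cells and not RNA.

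The 8 arrays form 35 splits into 4 and 4. The population labels gave 0 called genes with limma (614 at an unadjusted p under 0.05 with the mouse as a block), a count that 35 of the 35 splits reach by construction, so the number of splits decides nothing about chance. The highest other split gave 2848 and points to a structure of the samples, since it sets the array labelled CD16/32 LO of the IL-15-/- mouse of replicate 1 with the other CD16/32 HI arrays and the array labelled CD16/32 HI with the other CD16/32 LO arrays. The next highest, replicate 1 against replicate 2, gave 171, and the genotypes gave 4.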

How the results depend on the processing

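The settings that leave out both arrays of the IL-15-/- mouse of replicate 1, block the normalization set, take 1 replicate alone or cross the pairing were chosen after the data were seen, and the others before. Of the 61 log2 fold changes of named genes, where a gene named in both populations counts in each, 57 kept direction and call when each array was centred on its median, 57 with quantile normalization, 57 with a replicate block, 61 with the mouse as a random block, 61 with 1 probe set per gene, 55 with all probe sets of the file, which ended the calls of Xcl1, Cd8b1 and Gzma in CD16/32 LO cells, and 50 with the normalization set as a block, and none reversed in these. The cause was not tested, except where fewer arrays or another threshold follow from the setting itself.

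The 5 genes changed in CD16/32 HI cells became 3 with only the 4 arrays of the population, 3 with a replicate block, 3 with that block within each population, 11 without the IL-15-/- mouse of replicate 1 and 1 with the normalization set as a block. The methods' test gave 10 with a change over 3-fold, 1108 unadjusted and 0 after Benjamini-Hochberg. The 8 in CD16/32 LO cells became 27 without that mouse, 1 with the set as a block, and 20, 831 and 0 with the methods' test. Unadjusted, the methods' test gave 768 higher and 340 lower in CD16/32 HI cells, against 1 and 4 from limma after adjustment. In CD16/32 LO cells it gave 710 and 121, against 1 and 7. By chance a share of 0.05 of the 23410 probe sets would pass unadjusted. The unadjusted counts of the methods' test do not exceed that share, so they do not show a change beyond chance. The same holds for the unadjusted limma counts given above. The 79 probe sets over 3-fold in CD16/32 HI cells became 395 over all probe sets, 504 at 2-fold and 136 by arithmetic means. They became 631 in replicate 1 (266 higher, 365 lower) and 146 in replicate 2. Of these settings only replicate 1 had more lower than higher. The 93 in CD16/32 LO cells became 169 over all probe sets (71 higher, 98 lower) and 394 at 2-fold (215 and 179). They became 445 in replicate 1 (233 and 212) and 141 in replicate 2 (86 and 55).

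Without both arrays of the IL-15-/- mouse of replicate 1 these turned in sign: macrophages 0.453 and interferon gamma targets 0.244 in CD16/32 HI cells, mature neutrophils 0.238 in CD16/32 LO cells, and in CD16/32 HI cells Ccl12 1.011, Birc5 0.37, Il15 -0.0734 and Il6 0.79. The macrophage and neutrophil medians were then called by camera in the new direction. The medians of other lists turned as well, among them cell cycle 0.259 and dendritic cells 0.277 in CD16/32 HI cells, and in CD16/32 LO cells dendritic cells -0.646, the IL-1 family 0.134, apoptosis regulators 0.166, type I interferon targets 0.103 and common gamma chain cytokines and receptors 0.0692. Of the 15 genes lower in Fig. 3B for CD16/32 HI cells, 7 then kept their direction, and 5 in replicate 2 alone. Between the populations 2864 genes were called without that mouse. A crossed pairing of the IL-15-/- arrays gave 204 between the populations and 182 for the difference of the genotype effect. Of 13 lists called in each population by camera, 0 in CD16/32 HI and 2 in CD16/32 LO cells were called with an estimated correlation, and 0 and 1 with fry.

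Leaving out each array in turn gave 2 to 4 genes in CD16/32 HI and 4 to 10 in CD16/32 LO cells, 60 to 597 and 93 to 449 probe sets over 3-fold, 0 to 2807 genes for the difference of the genotype effect, 0 to 2872 between the populations, and 6 to 13 and 6 to 18 lists. Medians ran from -1.64 to 0.453 for macrophages and from -0.458 to 0.244 for interferon gamma targets in CD16/32 HI cells, and from -1.4 to 0.238 for mature neutrophils in CD16/32 LO cells. Of the lower genes of Fig. 3B in CD16/32 HI cells 7 to 15 kept their direction. Log2 fold changes in CD16/32 HI cells ran from -3.08 to 1.011 for Ccl12, -2.46 to 0.37 for Birc5, -0.0734 to 1.02 for Il15 and -1.13 to 0.79 for Il6. Where an array is left out, the lone array of its group is assumed to vary like the other groups. For the difference of the genotype effect, leaving out either array of the IL-15-/- mouse of replicate 2 leaves the IL-15-/- side to the mouse of replicate 1. The high end of that range therefore decides nothing about IL-15. The deviations of the 2 populations of a mouse correlated at 0.366 in IL-15+/+ and -0.454 in IL-15-/- mice across genes, and at 0.056 to 0.198 between genotypes. The genotype comparison was not paired, and its counts with a replicate block are given above for CD16/32 HI cells and stayed within 1.5 times in CD16/32 LO cells. Signals near background, as for Il6, limit what a fold can show.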

Differences from the paper's values

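Alternatives set before the data were examined were centring, quantile normalization, arithmetic means and leaving out each array, and the comparison of single replicates at the end was chosen after the values were seen. Fig. 3B gives folds as bars, read by eye, and 14 of 67 genes differ from them by over 1.5 times and by more than the spread of the replicates. A difference is given as closed where a setting brings it within 1.5 times or within that spread, so a gap of over 1.5 times can remain.

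In CD16/32 HI cells the paper's fold for higher Il15 is about 5.3 in Fig. 3B, read by eye, and the deposited values give 1.39, which no alternative brings within the figure's value. The measures may not be alike, since the deposited value summarizes the whole probe set, and Fig. S4 of the paper gives folds for the probes outside the deleted exons, which were not analysed here. For lower genes, Il18 is about 3.7 in Fig. 3B, against 1.61 here (closed by quantile normalization, 1.92, and without either the IL-15+/+ array, 2.23, or the IL-15-/- array, 2.66, of replicate 2), Slamf7 about 3.9 and 2.22 (closed by the same settings, 2.68, 3.01 and 2.9), Ccnb2 about 4.2 and 1.52 (closed without either array of replicate 2, 2.49 and 2.54), Cks1b about 4.4 and 1.6 (closed by quantile normalization, 1.86, and without either array of replicate 2, 2.29 and 3.05) and Cxcl9 about 19 and 3.99 (closed without either array of replicate 2, 8.94 and 8.49). The other alternatives leave these differences.

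In CD16/32 LO cells higher Abcb1b is about 6 in Fig. 3B, against 2.28 here (closed by arithmetic means, 2.68, and without the IL-15+/+ or the IL-15-/- array of replicate 2, 2.98 and 4.36), Egf about 4.8 and 1.31 (closed by none), and Nos2 about 3 and 1.85 (closed without the IL-15-/- array of replicate 1, 2.32). Lower Il12a is about 3 and 1.26 (closed without the IL-15+/+ or the IL-15-/- array of replicate 2, 2.05 and 1.76), Cd69 about 4.1 and 1.67 (closed by the same, 2.38 and 2.67), Klrc1 about 10 and 6.06 (closed by the same, 7.66 and 8.2, and by centring, 6.58), Ctla2a about 13 and 6.64 (closed by the same 2 arrays, 8.88 and 9.24), and Il15 about 20, the end of the axis, and 1.57 (closed by none). The other alternatives leave these differences, and with arithmetic means 21 of the 67 genes differ.

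The direction of all 67 bars was the direction of the mean signals. Against the folds of the figure within 1.5 times, 29 of 67 matched by the mean of both replicates, 56 by replicate 1 alone and 11 by replicate 2 alone. Replicate 1 alone is a comparison chosen after the values were seen and not the method the paper states. By it 11 of 17 higher and 15 of 15 lower CD16/32 HI genes and 12 of 16 higher and 18 of 19 lower CD16/32 LO genes matched, and by the mean 16, 0, 7 and 6.

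The paper states that Il15 was elevated in CD16/32 HI cells of IL-15-/- tumors and that Ccl8 and Cxcl9 were dramatically repressed in CD16/32 HI cells. The directions by mean signal were those, with log2 fold changes of 0.47, -2.16 and -2.0, and none passed the test. No setting with an adjusted p called any of these 3 genes. Of other genes of Fig. 3B that did not pass, Il1a was called without both arrays of the IL-15-/- mouse of replicate 1, as was Klrd1 in CD16/32 LO cells, a setting chosen after the values were seen under which Xcl1, Cd8b1 and Gzma stayed called and 0 of them dropped. In CD16/32 LO cells Cd8a and Klrc1 were called with each array centred on its median and with quantile normalization, and Klrc1 and Cd3g without the IL-15-/- array of replicate 2.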

Other observations

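Each value here belongs to no claim, and the genes named outside the lists, with the settings without the IL-15-/- mouse of replicate 1, were chosen after their values were seen.

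Most measured genes of hypoxia and glycolysis had a higher mean signal in both populations of IL-15-/- tumors. Of the CD16/32 HI values 24 of 24 had a positive log2 change, with a median of 0.475 (adjusted p = 2.52e-07 from camera and adjusted p = 0.276 with an estimated correlation), and 17 had both IL-15-/- arrays above both IL-15+/+ arrays, where chance gives 16.7%. Of the CD16/32 LO values 21 of 24 had one, with a median of 0.396 (adjusted p = 5.3e-05, and adjusted p = 0.282 with an estimated correlation) and 15 so separated. Without both arrays of the IL-15-/- mouse of replicate 1 the medians were 0.574 and 0.404. Egln3, an oxygen sensing hydroxylase, had a log2 fold change of 2.84 in CD16/32 HI cells (1.13 to 4.55 with 1 array left out). In CD16/32 LO cells that of Egln3 was -0.32. The glycolytic enzyme Ldha had log2 fold changes of 0.70 in CD16/32 HI (0.47 to 0.93 with 1 array left out) and 0.60 in CD16/32 LO cells. Those of the cytokine Mif were 0.90 and 1.13. With 1 array left out Mif ran from 0.24 to 1.56 in CD16/32 HI and from 0.82 to 1.45 in CD16/32 LO cells. Of the list 0 members passed the test in limma.

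Of the lists not given elsewhere, those called by camera in CD16/32 HI cells were immediate early genes (median 0.49, adjusted p = 0.00398), apoptosis regulators (0.281, adjusted p = 0.0178) and mast cells and basophils (-0.136, adjusted p = 0.0156), and none was called with an estimated correlation (adjusted p = 0.432 to 0.476). Those not called were type I interferon targets (0.251), chemokines (0.247, with Ccl3, Cxcl2 and Cxcl3 past the test over the list alone), neutrophil precursors (0.306), eosinophils (0.285), platelets (0.138), endothelial cells (0.121), fibroblasts (0.12), keratinocytes (0.0424), B cells (0.0203), red cells (0.00512) and dendritic cells (-0.2). The median was positive and the test pointed down for B cells, keratinocytes (mean -0.0277), endothelial cells, red cells and platelets. When each array was centred on its median, the medians of B cells, keratinocytes, fibroblasts, endothelial cells and red cells turned negative.

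In CD16/32 LO cells camera also called dendritic cells (median 0.0759, mean -0.241, adjusted p = 3.63e-05), the IL-1 family (-0.106, adjusted p = 0.000518), common gamma chain cytokines and receptors (-0.084, adjusted p = 0.00796), immediate early genes (0.0405, mean -0.0529, adjusted p = 0.00952), interferon gamma targets (-0.0209, adjusted p = 0.0107) and apoptosis regulators (-0.0602, adjusted p = 0.0123), all downward, and none with an estimated correlation (adjusted p = 0.282 to 0.573). Those not called were cell cycle (0.342), chemokines (0.355), fibroblasts (0.247), keratinocytes (0.16), platelets (0.153), mast cells and basophils (0.0587, mean -0.0345), suppressive myeloid cells (0.0539), eosinophils (0.0342, mean -0.251), endothelial cells (0.0339), NF-kB targets (0.0249), red cells (-0.0361) and type I interferon targets (-0.0656). The medians of dendritic cells, eosinophils, mast cells, endothelial cells, NF-kB targets, suppressive myeloid cells and immediate early genes turned negative when each array was centred on its median, and the test pointed down for these 7 lists as deposited.

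Some genes were high in both arrays of the IL-15-/- mouse of replicate 2 alone. Hamp, the iron hormone hepcidin, was at 7.84 and 8.75 in its CD16/32 HI and CD16/32 LO arrays and at 2.79 to 3.72 in the others, and the matrix proteoglycan Dcn was at 9.25 and 10.45 against 5.05 to 6.51. Without the other IL-15-/- mouse Hamp, Dcn, Fabp7, Clu and U90926 were called in both populations, where they rest on 1 mouse.

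Of genes outside the sex chromosomes, Ece1 (log2 1.35 in CD16/32 HI and 1.30 in CD16/32 LO cells) and Arhgap5 (1.28 and 1.23) were higher, and Zfp979 (-1.72 and -1.95) and A630001G21Rik (-1.16 and -1.19) lower, at an unadjusted p under 0.01 in both populations, and none of the 4 passed the adjusted test, although Zfp979 did in CD16/32 LO cells with a replicate block. Of the genes of the sort gate, Fcgr1 was 2.27 higher in CD16/32 HI than in CD16/32 LO cells of the other 3 mice (adjusted p = 0.000265 from limma) and Fcgr4 differed by -0.40 (adjusted p = 0.32). Ddx3y was not analysed here.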
